A study of Homo sapiens with 9 samples.

How the data were processed

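RNA-seq was made from MCF10A-ER-Src cells, an established human breast epithelial line (MCF10A) that carries a fusion of the Src kinase with the hormone-binding part of the estrogen receptor. Adding 4-hydroxytamoxifen activates the fusion and starts transformation; cells given ethanol alone stay non-transformed. The 9 libraries fall in 2 deposited tables. The first table holds 6 libraries: 1 of non-transformed wildtype cells, 1 of transformed wildtype cells and 1 of transformed cells for each of the JUN, JUNB, NFKB1 and STAT3 knockouts. The second table holds 3 libraries: non-transformed wildtype, transformed wildtype and a FOS knockout, transformed. Per the labels' protocols, transformed cells received 1 µM 4-hydroxytamoxifen for 24 h, and libraries were made from polyA RNA with a TruSeq ribosome profiling kit and sequenced on an Illumina HiSeq. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. Groups were taken from the sample titles in the labels, and all 9 columns of values were used.

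The unit of each table was inferred from its deposited values. In the first table the authors deposited RPM, reads scaled to the library total with no gene length: every value was a whole multiple of 1 step per library, and 100% of the values came out as whole reads within a tolerance of 0.001. The recovered reads in listed genes ranged from 4781353 to 6947343 per library. The columns summed to between 840777 and 867675, so the denominator also counted reads outside the listed genes. In the second table the authors deposited RPKM, which also divides by gene length: the value of 1 read depended on the gene, and in 2320 genes with a single annotated transcript (GENCODE release 44) the products of value and transcript length fell on steps that give denominators of 4.65e+06 reads for the non-transformed, 1.16e+07 for the transformed and 1.30e+07 for the FOS knockout library. The fit was partial: of the 251, 201 and 191 values under 8 reads in these libraries, 65.3%, 64.2% and 64.4% lay within 0.1 of a whole read, against at most 43.5%, 26.3% and 26.1% in 10 searches with lengths shuffled between genes. These denominators are inferred, and reads per gene were not recovered from the second table. The first table lists 18674 genes and the second 19137, of which 463 are in the second alone. The tables differ in unit and were normalized separately, so differences were taken only within a table.

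Values were used as log2(value + 1), a scale that understates changes of low genes. Genes with a mean of at least 1 over the libraries of a table were kept: 10986 in the first table, 10670 in the second and 10131 in both. The induction by 4-hydroxytamoxifen was tested with limma (version 3.58.1, R 4.3.3; moderated test with an intensity trend, Benjamini-Hochberg adjustment) on the 4 wildtype libraries with the table as a block, which leaves 1 residual degree of freedom per gene. The table is a block because the wildtype pairs share a table in the labels, with 1 non-transformed and 1 transformed library in each. No knockout has a replicate, so knockout differences (knockout minus the transformed wildtype library of its table) were not tested in the main comparison; a limma fit over all 9 libraries, which takes its spread from the wildtype libraries, was an alternative. They are described by the number of genes at least 2-fold higher or lower, and by the median difference over gene sets, set beside 10000 random lists of the same size matched on mean expression in 20 bins. A percentile is the share of random lists with a lower median.

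The gene sets were the 200 genes most increased and the 200 most decreased by the induction in the other table, so that the set and the knockout difference share no library. The fixed lists were inflammatory genes (22 genes), STAT3 targets (7), interferon response (18), sterol synthesis (14), cell cycle (17), the AP-1, NF-kB and STAT factor families (20) and the 5 targeted genes with SRC. Older symbols in the files were matched through RefSeq synonyms. The named genes are the targeted genes and SRC in every library; the 5 genes with the largest and the 5 with the most negative value of the smaller of the 2 absolute induction differences; the 3 most increased and the 3 most decreased genes of each knockout; and members of the fixed lists; 1 gene that this rule selects is not reported here. For the induction, the rule takes only genes that passed in both tables and changed the same way in both. The designs, the lists, this rule and all alternatives but one were chosen before the data were examined. Near-identical paralogs (SERPINB3 and SERPINB4, SAA1 and SAA2) are uncertain, since how shared reads were assigned is not given.

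The induction test, the recovery of reads and the list percentiles were tested on simulated data. With 200 of 10131 genes changed, limma called 44.1% of 68 genes changed by a log2 difference of 1 in the induction comparison, 93.7% of 63 changed by 2 and 100% of 69 changed by 3, and 0.0705% of 9931 unchanged genes. Simulated reads of all 18674 genes were recovered exactly in 6 of 6 libraries. Of 60 lists of unchanged genes in a simulated knockout comparison, 5% had a percentile under 2.5 or over 97.5. Those lists were random and the noise was drawn for each gene on its own. The error rate of the percentiles for lists whose genes vary together is therefore not shown by this. Libraries that share a control share its chance values, so unchanged libraries were simulated against the same controls and their values are printed beside the observed ones. The alternatives tried were pseudocounts of 0.1 and 5, no filter and a mean of at least 5, the median difference set to 0, quantile normalization within each table, leaving out either wildtype pair, a fit without the block, fits over all 9 libraries, the mean of the other knockouts of the first table as the reference, all 2-fold induced genes in place of 200, and induction genes from the same table. A count test on the recovered reads of pairs of libraries (edgeR version 4.0.16, exact test with TMM scaling and a dispersion near 0) was added after the data were seen; it compares those libraries, not the conditions. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Gene coordinates are from GENCODE release 44 on GRCh38 and were not given by the files.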

Results

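Gene expression was measured by RNA-seq in 9 libraries of MCF10A-ER-Src cells. The series asks how transcription changes during transformation and how the transcription factors STAT3, NF-kB (NFKB1), JUN, JUNB and FOS contribute. Non-transformed and transformed wildtype cells were each represented by 2 libraries, 1 in each table, and every knockout by a single library. Recovered reads in listed genes of the first table were 4908712 for the non-transformed wildtype, 4781353 for the transformed wildtype, 5291802 for the library labelled JUN knockout, 5084358 for the library labelled JUNB knockout, 6947343 for the NFKB1 knockout and 5409592 for the STAT3 knockout. At these depths 1 read was worth 0.124 to 0.181 RPM, and 3 reads, the limit that a count of 0 allows, were worth 0.371 to 0.544 RPM. Intervals and limits from reads cover counting error only. The depth of the second table is known only through the inferred denominators of 4.65e+06, 1.16e+07 and 1.30e+07 reads for the non-transformed, transformed and FOS knockout libraries. The RPKM column of the non-transformed library in that table summed to 217344, which is 55.0% of the 395042 of the transformed library; the FOS knockout column summed to 381198.

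The targeted genes were examined first in every library. On GRCh38, STAT3 (ENSG00000168610) lies on chromosome 17 at 42313324 to 42388540 on the minus strand, NFKB1 (ENSG00000109320) on chromosome 4 at 102501330 to 102617302 on the plus strand, JUN (ENSG00000177606) on chromosome 1 at 58776845 to 58784048 on the minus strand, JUNB (ENSG00000171223) on chromosome 19 at 12791486 to 12793315 on the plus strand, and FOS (ENSG00000170345) on chromosome 14 at 75278826 to 75282230 on the plus strand. STAT3 fell from 139.9 RPM (771 reads) in the transformed wildtype to 19.9 RPM (128 reads) in the STAT3 knockout, a log2 difference of -2.75. NFKB1 fell from 38.3 RPM (211 reads) to 4.70 RPM (38 reads) in the NFKB1 knockout, a log2 difference of -2.78. FOS fell from 74.4 to 21.3 RPKM in the FOS knockout, a log2 difference of -1.76, and the non-transformed library of that table had 14.2 RPKM. JUN was not lower in the library labelled JUN knockout, at 37.2 RPM (228 reads) against 33.2 RPM (183 reads) in the transformed wildtype. JUNB was at 104.5 RPM (613 reads) in the library labelled JUNB knockout against 110.3 RPM (608 reads), a log2 difference of -0.08. This became 0.26 with the median difference set to 0, 0.13 after quantile normalization and 1.18 against the mean of the other knockouts. That mean includes the STAT3 knockout, where JUNB was at 13.4 RPM, beside 109.2 RPM in the library labelled JUN knockout and 62.8 RPM in the NFKB1 knockout. The RNA level of the target therefore does not check the JUN and JUNB labels, since a knockout can leave the RNA in place. Which part of a gene the reads cover, and the edited positions, are not given in the sources used here.

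**Figure D1:**
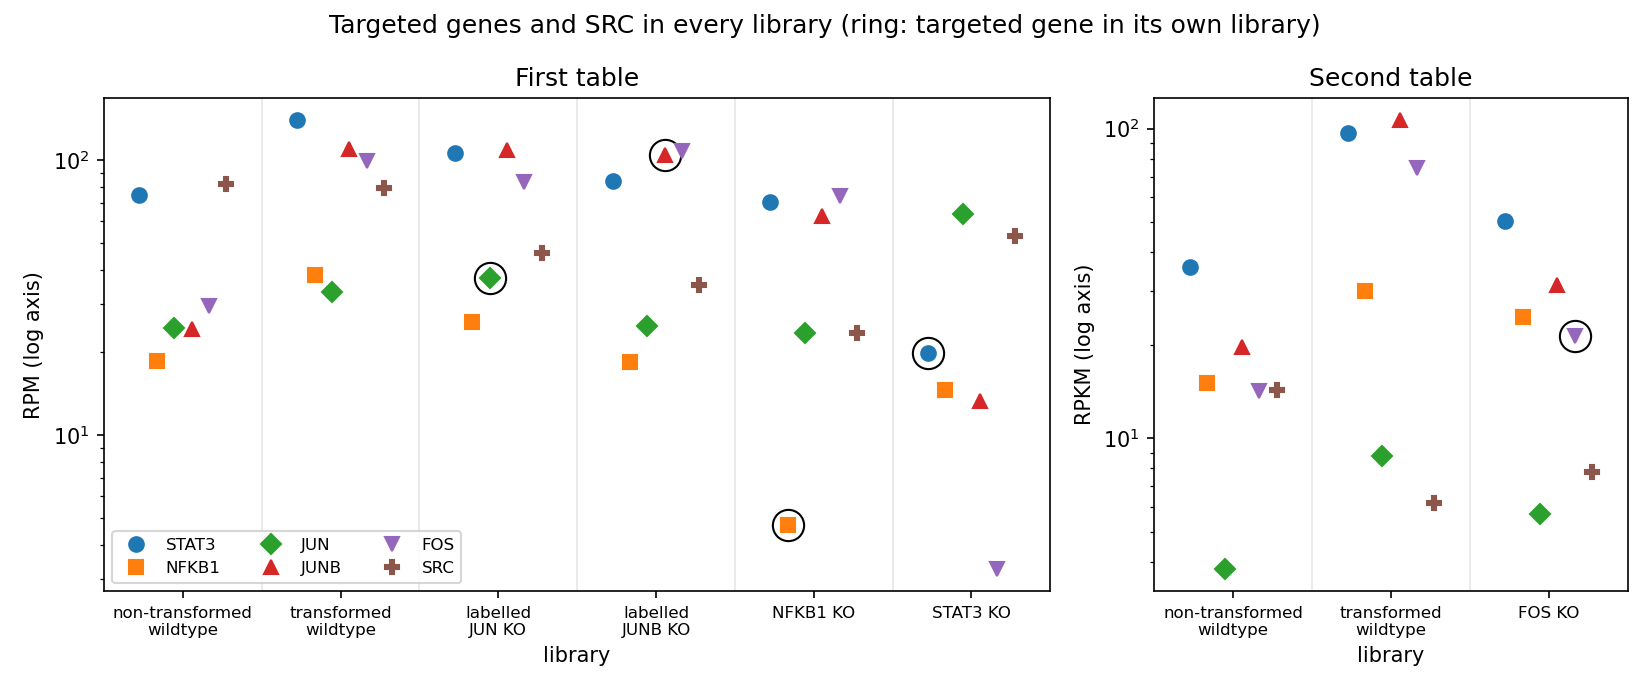
Level of the 5 targeted genes and SRC in each library, on log axes in RPM for the first table and in RPKM for the second; each symbol is 1 library and a ring marks the targeted gene in its own library. STAT3 and NFKB1 are at 19.9 and 4.70 RPM in their own knockouts, whereas JUN and JUNB are at 37.2 and 104.5 RPM in the libraries labelled with them.

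Outside their own knockouts, the targeted genes also differed between libraries. In the STAT3 knockout, FOS was at 3.26 RPM (21 reads) against 99.4 RPM in the transformed wildtype and 29.5 RPM in the non-transformed wildtype, and JUNB was at 13.4 RPM (86 reads), while JUN was at 63.7 RPM. STAT3 RNA was 74.7 RPM in the non-transformed library of the first table and 35.8 RPKM in that of the second, against 97.1 RPKM in the transformed library of the second. SRC (ENSG00000197122, chromosome 20 at 37344685 to 37406050, plus strand) was at 81.9 and 79.1 RPM in the non-transformed and transformed wildtype of the first table, and at 14.3 and 6.18 RPKM in the second. It was lower in each knockout of the first table than in the transformed wildtype, at 46.2, 35.3, 23.6 and 53.3 RPM in the libraries labelled JUN, JUNB, NFKB1 and STAT3 knockout. How reads of the fusion gene were assigned is not given. Among the other family members, ATF3 was at 1.38 and 9.80 RPM in the non-transformed and transformed wildtype, and at 0.103 and 6.37 RPKM in the second table. FOSL1 was at 29.7 and 86.4 RPM but at 5.51 and 7.76 RPKM, with an adjusted p of 0.0644 by limma. BATF was listed at 0 in every library.

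The induction comparison asked which genes change when the fusion is activated. Over the 10131 genes that passed in both tables, the difference between transformed and non-transformed wildtype correlated across genes between the tables with a Pearson r of 0.624 and a Spearman rho of 0.419; genes are not independent replicates, and the 2 differences share no library. Simulated unchanged libraries gave an r of 0.00392. In all, 262 genes were at least 2-fold higher in both tables, where 34.2 would be so if the tables were independent, and 98 were at least 2-fold lower, where 6.69 would be. No gene was 2-fold higher in one table and 2-fold lower in the other. With a pseudocount of 5, 163 genes were higher and 32 lower. Within the second table alone, 1011 genes were 2-fold higher and 223 lower, and within the first 343 and 304. The median difference over these genes was -0.05 in the first table and 0.33 in the second, and with each median set to 0 the counts were 233 and 126. limma with the table as a block gave 366 genes higher and 149 lower at an adjusted p of 0.05, and 521 and 469 with the medians set to 0. Its prior degrees of freedom were infinite, so that these p-values rest on a spread pooled over genes; without the block it called 0 genes, with 113 at an unadjusted p under 0.05.

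**Figure D2:**
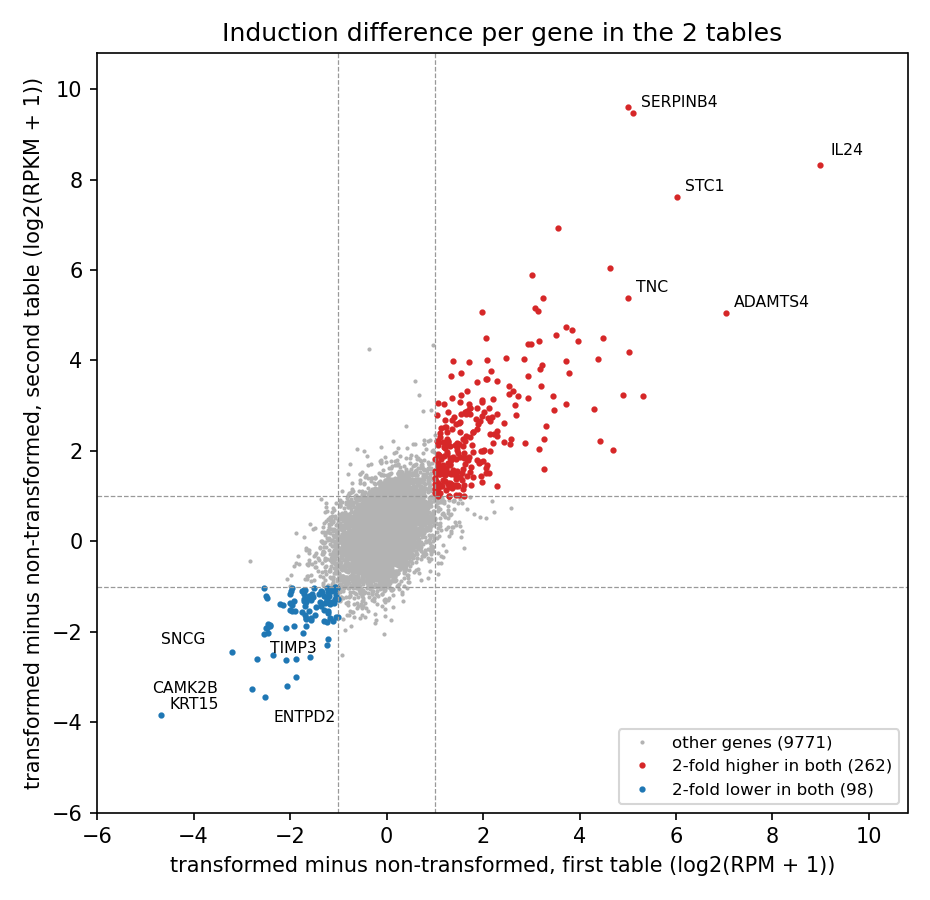
Log2 difference between transformed and non-transformed wildtype for 10131 genes, in the first table on the x axis (log2(RPM + 1)) and in the second on the y axis (log2(RPKM + 1)), with dashed lines at 2-fold. The 262 genes higher in both tables and the 98 lower in both are coloured, and the 10 genes named by the fixed rule are labelled.

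The genes with the largest increase common to both tables were IL24, STC1, SERPINB4, ADAMTS4 and TNC. IL24 rose from 1.38 RPM (8 reads) to 1208 RPM (6658 reads) in the first table, a log2 difference of 8.99, and from a listed 0 to 317.5 RPKM in the second. STC1 differed by 6.01 and 7.62 on the log2 scale in the first and second table, and TNC by 5.00 and 5.38. SERPINB4, which has the near-identical neighbour SERPINB3, differed by 5.11 and 9.47; its 250 reads against 2 in the first table gave a ratio of 131.5, with an exact 95% counting interval from 36.0 to 1092. ADAMTS4 had 716 reads in the transformed and none in the non-transformed library of the first table, which makes it at least 251.2-fold higher against a limit of 3 reads, and its difference in the second table was 5.04. The most decreased genes were KRT15, with differences of -4.67 and -3.84, CAMK2B with -2.78 and -3.27, TIMP3 with -2.68 and -2.61, ENTPD2 with -2.52 and -3.43, and SNCG with -3.20 and -2.45. The rule takes only genes that change in the same direction in both tables, so the shared direction of these 10 genes is no result. All 10 passed limma's threshold, but they were picked for large changes in the same libraries. Their p-values are therefore no separate support. The largest adjusted p by limma among them was 4.64e-11, for SNCG, with a log2 difference of -2.82 and a standard error of 0.387.

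The fixed lists were then compared between transformed and non-transformed wildtype. The median over 18 inflammatory genes that passed the filter was 0.67 in the first table (15 genes higher, percentile 100) and 1.94 in the second (18 higher, percentile 100). The 7 STAT3 target genes had medians of 1.34 (percentile 100) and 1.48 (percentile 99.99), with 7 of 7 higher in both tables. SOCS3 moved most among them, from 3.10 to 100.7 RPM and from 0.939 to 127.8 RPKM. The 2 tables gave different results for the interferon list, with a median of -0.13 (percentile 34.1) over 15 genes in the first and 0.97 (percentile 100) over 13 in the second. The cell cycle list lay at percentile 99.96 in the first table, with a median of 0.39, and at percentile 39.5 in the second, with a median of 0.55. The sterol synthesis list had medians of 0.27 (percentile 99.59) and 0.92 (percentile 99.63). Within the inflammatory list, IL1B, CXCL8 and CXCL1 also differed between tables: CXCL8 (listed as IL8) was at 6.21 and 7.26 RPM in the first table and at 5.90 and 26.3 RPKM in the second.

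Each knockout was compared with the transformed wildtype library of its table, to ask which part of the induced programme depends on the factor. These differences have no replicate check. As a yardstick, the disagreement between the 2 tables over the induction was scaled to 1 comparison, with its median set to 0. It had an SD of 0.398, with 187 genes (1.85%) beyond 2-fold. The STAT3 knockout had 975 genes at least 2-fold higher and 692 lower (15.2% of 10986), the NFKB1 knockout 213 and 1283 (13.6%), the library labelled JUNB knockout 205 and 1387 (14.5%), the library labelled JUN knockout 182 and 556 (6.72%), and the FOS knockout 239 and 286 (4.92% of 10670). The median difference over all genes was 0.11 in the STAT3 knockout, -0.33 in the NFKB1 knockout, -0.34 and -0.19 in the libraries labelled JUNB and JUN knockout, and 0.19 in the FOS knockout. With each median set to 0 the counts of higher and lower genes became 739 and 843 for STAT3, 557 and 448 for NFKB1, 537 and 449 for JUNB, 346 and 261 for JUN, and 155 and 370 for FOS. Those counts were 14.4%, 9.15%, 8.98%, 5.53% and 4.92% of genes in that order, the shares that match the centred yardstick. The excess of lower genes in the JUN, JUNB and NFKB1 comparisons was thus present on the deposited scale and absent after centring. A count test on the recovered reads (edgeR, 2 libraries at a time) called 2470 genes higher and 2741 lower in the STAT3 comparison and 1916 higher and 1655 lower in the comparison labelled JUN; it compares those libraries, not the conditions.

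In the STAT3 knockout, 193 of the 200 genes most increased by induction in the second table were lower than in the transformed wildtype, with a median difference of -2.09, whereas random lists gave -0.01 to 0.20 (their middle 95%, as for all ranges of random lists). The 200 most decreased genes had a median of 0.71 (percentile 100; 154 higher). Over the same increased genes, the STAT3 knockout minus the non-transformed wildtype had a median of -0.33 (random lists -0.04 to 0.14), against 1.65 for the transformed minus the non-transformed wildtype. In the FOS knockout, 195 of the 200 genes most increased in the first table were lower, with a median of -1.87 against 0.14 to 0.23 in random lists, and 193 of the 200 most decreased were higher, with a median of 1.04. Against the non-transformed library of its own table, the FOS knockout had a median of 0.45 over the increased genes, where random lists gave 0.48 to 0.62 and the transformed wildtype 2.27.

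The other 3 libraries showed smaller differences over these sets. The NFKB1 knockout had a median of -0.75 over the increased genes (171 of 200 lower; random lists -0.39 to -0.18) and -0.32 over the decreased genes (percentile 42.8). The library labelled JUNB knockout had medians of -0.44 (percentile 0.23) and -0.50 (percentile 0), and the library labelled JUN knockout -0.26 (percentile 0.31) and -0.44 (percentile 0). Measured from the non-transformed wildtype, the increased genes had medians of 1.45, 1.27 and 1.06 in the libraries labelled JUN, JUNB and NFKB1 knockout. Their random lists gave -0.27 to -0.08, -0.45 to -0.24 and -0.41 to -0.21 in that order, with medians of -0.17, -0.34 and -0.31. The raw medians thus understate the increase relative to matched genes. The lower raw values for JUNB and NFKB1 in part reflect a shift shared with matched genes. With the mean of the other knockouts as the reference, the medians of these 3 libraries over the increased genes, relative to random lists, were 0.76, 0.80 and 0.51, so that their direction depended on the reference; the STAT3 knockout enters that mean. The STAT3 knockout kept its direction, at -1.93.

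**Figure D3:**
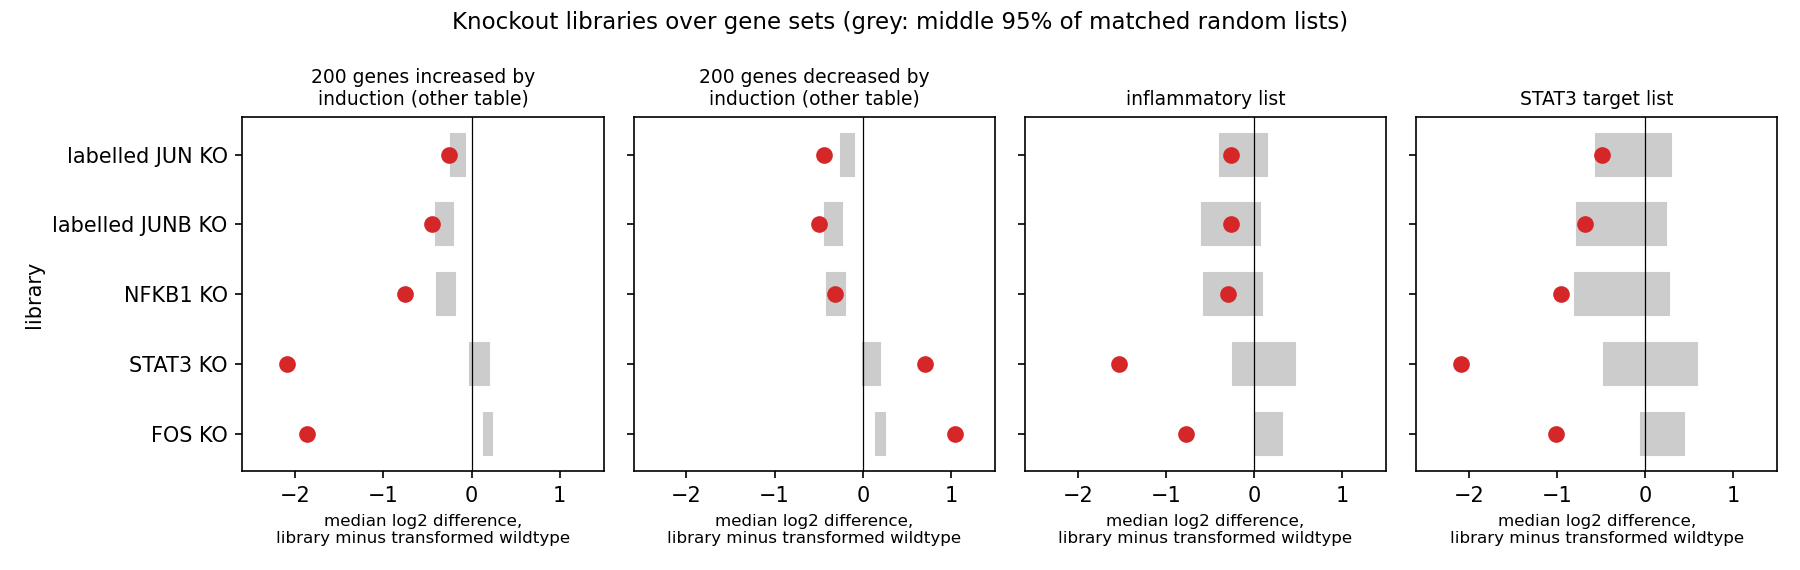
Median log2 difference of each knockout library from the transformed wildtype of its table (x axis) over 4 gene sets (panels), with grey bars for the middle 95% of 10000 matched random lists. The STAT3 and FOS knockouts lie at -2.09 and -1.87 over the genes increased by induction, outside their random lists, and the other 3 libraries lie between -0.75 and -0.26.

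Over the inflammatory list, the STAT3 knockout had a median of -1.54 (17 of 18 genes lower, percentile 0) and the FOS knockout -0.77 (15 of 18 lower, percentile 0). The NFKB1 knockout (-0.29, percentile 41.6) and the libraries labelled JUNB knockout (-0.26, percentile 49.4) and JUN knockout (-0.26, percentile 15.02) lay inside their random lists. Single members differed from these medians. IL1B was at 42.3 RPM in the transformed wildtype and at 13.4, 8.18 and 11.3 RPM in the libraries labelled JUN, JUNB and NFKB1 knockout, against 38.1 RPM in the STAT3 knockout. IL24 was at 1707 RPM in the NFKB1 knockout, 14.8 RPM in the STAT3 knockout and 0.311 RPKM in the FOS knockout. CXCL8 was at 7.26 RPM (40 reads) in the transformed wildtype and at 0.326, 0.170, 0.742 and 1.24 RPM in the libraries labelled JUN, JUNB, NFKB1 and STAT3 knockout. In the FOS knockout, CXCL8 was at 25.5 RPKM against 26.3 in the transformed wildtype, and CXCL1 at 70.8 against 58.3 RPKM. The STAT3 target list had a median of -2.08 in the STAT3 knockout and -1.02 in the FOS knockout, with 7 of 7 genes lower in each, and of -0.95 (percentile 0.49) in the NFKB1 knockout; BCL3 was higher in the NFKB1 knockout, at 320.4 RPM against 133.2 RPM. In the libraries labelled JUN and JUNB knockout this list lay at percentiles 4.56 and 4.57, with medians of -0.49 and -0.69.

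The interferon list was higher in the STAT3 knockout (median 0.72, percentile 99.82), as was the sterol synthesis list (0.60, 14 of 14 higher, percentile 99.64). In the FOS knockout these lists had medians of -0.06 (percentile 0.52) and -0.06 (percentile 0.32), below a median of 0.19 over all genes. In the library labelled JUN knockout the interferon list had a median of 0.07 (percentile 96.78) and the sterol synthesis list -0.14 (percentile 35.6). In the library labelled JUNB knockout they had medians of -0.30 (percentile 68.4) and -0.29 (percentile 26.4), and in the NFKB1 knockout -0.21 (percentile 82.7) and 0.13 (percentile 93.6). The cell cycle list had a median of -0.68 in the NFKB1 knockout (16 of 17 lower, percentile 1.59), 0.12 in the library labelled JUN knockout (percentile 98.52), -0.10 in that labelled JUNB knockout (percentile 93.0), -0.03 in the STAT3 knockout (percentile 23.5) and 0.27 in the FOS knockout (percentile 89.2).

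The genes that moved most were taken for each knockout by the fixed rule. In the STAT3 knockout they were S100A9 (16979 to 115.3 RPM, log2 difference -7.19), SERPINA3 (-7.01) and S100A8 (-6.81), and, in the other direction, ANKRD2 (7.99 to 280.5 RPM, 4.97), CD24 (4.72) and CDKN1C (4.48). In the FOS knockout they were SERPINB4 (-8.41), SERPINB3 (-8.08) and IL24 (-7.92), and KRT15 (8.44 to 302.1 RPKM, 5.01), CAMK2B (3.76) and SNCG (3.08). Of these 6 genes, 5 are also among the 10 named for the induction, with the opposite sign. The second table's induction shares the transformed library, which by itself favours opposite signs. The first table's induction shares no library with the FOS difference. There the differences were opposite too, at 5.11 for SERPINB4, 8.99 for IL24, -4.67 for KRT15, -2.78 for CAMK2B and -3.20 for SNCG. The rule for the induction genes requires the same sign in both tables, so for these 5 genes this is no independent check. In the NFKB1 knockout the genes that moved most were FN1 (-4.40), CADM3 (-3.77) and FMNL1 (-3.43), and WDR38 (3.13), IFFO1 (2.91) and CDKN1C (2.90). In the library labelled JUNB knockout they were FN1 (-5.00) and KRT34 (-3.64), and SPP1 (5.64), REG1A (3.70) and WDR38 (3.65). SPP1 had 393 reads against 2, a ratio of 184.6 with an exact 95% counting interval from 50.8 to 1529. In the library labelled JUN knockout they were CADM3 (-4.04), DARC (-4.03) and FN1 (-3.87), and GZMB (4.00), TM4SF4 (3.08) and WDR38 (3.01). TM4SF4 had 55 reads against 1, a ratio of 49.5 with an interval from 8.52 to 1989, and the non-transformed wildtype had 41 reads.

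Several of these genes separated both wildtype libraries of the first table from all 4 knockouts of that table. FN1 was at 75.5 and 85.5 RPM in the non-transformed and transformed wildtype and at 4.90, 1.70, 3.09 and 10.4 RPM in the libraries labelled JUN, JUNB, NFKB1 and STAT3 knockout. CADM3, DARC, WDR38 and IFFO1 showed the same separation, as did CXCL8 of the inflammatory list. In all, 42 genes were at least 2-fold lower and 16 at least 2-fold higher in each of the 4 knockout libraries than in either wildtype library. Of the 45 such genes that also passed in the second table, none was 2-fold changed in the same direction in the FOS knockout. The 72 ribosomal protein genes spread over an SD of 0.535 (log2) between the mean of the 4 knockouts and the mean of both wildtype libraries, against 0.168 between transformed and non-transformed wildtype in the same table. Between 2 knockouts of that table the SD was 0.278 to 0.495, so these genes also scattered within the knockouts. RPL4 was at 465.1 and 503.6 RPM in the wildtype libraries and at 123.9 to 176.7 RPM in the knockouts, and RPS19 at 73.3 and 85.3 RPM against 172.1 to 207.8 RPM. Each knockout difference of the first table contains this separation.

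**Figure D4:**
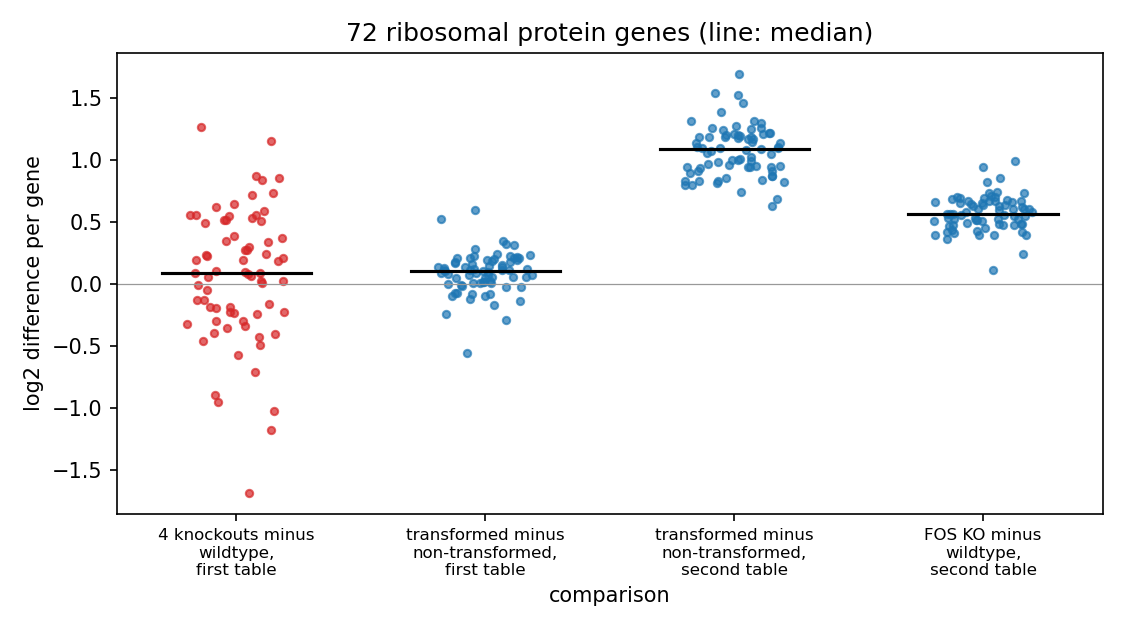
Log2 difference of each of 72 ribosomal protein genes (points; the line is the median) in 4 comparisons: the mean of the 4 knockouts minus the mean of both wildtype libraries in the first table, transformed minus non-transformed wildtype in each table, and the FOS knockout minus the mean of both wildtype libraries in the second table. The first comparison has an SD of 0.535 over genes, and the others have SDs of 0.168, 0.204 and 0.142.

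The knockout differences were finally compared with each other across the 10131 genes. Differences against a shared control correlate without any effect, and simulated unchanged libraries gave r between 0.503 and 0.528. The libraries labelled JUN and JUNB knockout had an r of 0.766, JUN and NFKB1 0.685, and JUNB and NFKB1 0.720. These 3 comparisons shared 46 genes 2-fold higher and 215 genes 2-fold lower. In 100 simulations of unchanged libraries against 1 control, 3 to 18 genes were higher in all 3 and 0 to 8 lower; with the medians set to 0 the observed counts were 139 and 72. The STAT3 knockout had lower values with each of them, 0.431 with JUN, 0.336 with JUNB and 0.486 with NFKB1, all below the simulated range. The margin for NFKB1 was small. Its value was 0.515 with a pseudocount of 5 and 0.521 after quantile normalization, inside the range simulated for the reported setting. That range came from 6 pairs in a single simulation with equal noise and no effects. A knockout with large differences of its own can fall below it. The lower values thus do not show by themselves that the STAT3 knockout lacks what the other knockouts share. The FOS knockout shares no library with these, and its simulated r were 0.00177 to 0.0142. Its r was 0.626 with the STAT3 knockout, 0.148 with the NFKB1 knockout, 0.02 with the library labelled JUNB knockout and 0.01 with that labelled JUN knockout. The FOS and STAT3 knockouts shared 123 genes 2-fold higher and 225 lower, and 4 genes moved in opposite directions. Simulated unchanged libraries shared at most 2 higher and 2 lower. Those simulations hold no induction, which any 2 libraries that lack it would share. The 2 induction differences themselves had an r of 0.624, with 262 genes higher and 98 lower in both. These values thus show nothing common to FOS and STAT3 beyond a missing induction. Against the induction of the other table, r was -0.469 for the STAT3 knockout and -0.775 for the FOS knockout, and 0.08, 0.06 and -0.04 for the libraries labelled JUN, JUNB and NFKB1 knockout.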

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

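Of the alternatives, only the count test on recovered reads was chosen after seeing the data. For gene sets and lists, the values here are medians minus the median of their matched random lists. Over 70 results, 412 values under the alternatives kept their side of the threshold or stayed close to the reported value, 7 became weaker, 7 stronger, 65 moved and 11 reversed. This tally includes 10 values that moved under limma over all 9 libraries, and 7 that moved and 1 that stayed under the count test. Those set the calls of a test against counts of 2-fold genes, so they do not measure stability. Of the 412, 56 could not differ, since setting the median difference to 0 shifts all genes alike and leaves correlations and medians minus random lists as they are; 356 are left. Of these, 17 changed sign: 4 correlations near 0 and 13 medians inside their random lists. Among these, the interferon list went from 0.292 to -0.126 for JUN, 0.091 to -0.215 for JUNB and 0.175 to -0.183 for NFKB1 against the other knockouts, and to -0.227 for NFKB1 with a minimum mean of 5. The cause was not tested except where the construction of an alternative shows it. Over 55 named gene values, 279 stayed close, 97 moved and 2 of at least 2-fold reversed. Of the 279, 130 could not differ and say nothing about stability: 110 under the 2 filters, which do not enter a single gene's difference, and 20 induction values under the other-knockout reference, which use no knockout. JUNB in the library labelled JUNB knockout also changed sign, from -0.078 to 0.264 with the median difference set to 0, 0.125 after quantile normalization and 1.18 against the other knockouts. The STAT3 knockout, with JUNB at 13.4 RPM, enters that last reference. The STAT3 knockout medians over induced genes, the inflammatory list and the STAT3 targets kept their direction and side under every alternative run that can move them, and so did those of the FOS knockout, for which the other-knockout reference could not be run. The correlation between the tables and the 10 correlations between knockouts also stayed within 0.1 under the alternatives that can move them.

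With the median difference set to 0, the genes 2-fold higher and lower were 346 and 261 for the library labelled JUN knockout (JUN below), 537 and 449 for that labelled JUNB knockout (JUNB), 557 and 448 for NFKB1, and 155 higher for FOS; limma called 469 genes lower in the induction. Quantile normalization gave 305 and 275 for JUN, 477 and 466 for JUNB, 477 and 475 for NFKB1 and 159 higher for FOS, with 256 lower by limma in the induction, and it brought the NFKB1 cell cycle list to -0.33, inside its random lists. Both rescalings remove a shift of the whole distribution by construction.

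A pseudocount of 5 gave 163 genes higher and 32 lower in both tables. It gave 74 and 141 for JUN, 114 and 442 for JUNB, 109 and 441 for NFKB1, 452 and 397 for STAT3, and 71 and 172 for FOS. It also moved the NFKB1 median over decreased genes to -0.088 and the JUN interferon list to 0.20, both outside their random lists. A pseudocount of 0.1 gave 314 and 960 for JUN and 448 higher for FOS, and brought the medians over increased genes inside their random lists for JUN (-0.061) and JUNB (-0.094). A minimum mean of 5 gave 54 genes lower in both tables, 71 lower by limma, 319 lower for JUN and 135 higher for FOS. It brought the interferon list inside its random lists for STAT3 (0.11) and FOS (-0.11) and took the NFKB1 sterol synthesis list outside (0.53). With no filter the FOS interferon list (-0.13) lay inside its random lists.

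limma with no filter called 0 genes higher and 0 lower in the induction, with 1030 at an unadjusted p under 0.05. The wildtype pairs share a table, and the replicate block is part of the reported fit: with no replicate block limma called 0 higher and 0 lower, with 113 at an unadjusted p under 0.05, since the offset between tables then counts as spread. The fit of all 9 libraries gave 369 and 153. Leaving out a wildtype pair leaves 1 table and no residual degrees of freedom, so limma could not be fitted; the genes 2-fold higher were then 343 to 1011 and those lower 223 to 304. Without the first table's pair, which leaves the second, the counts were 1011 and 223.

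limma over all 9 libraries assumes that a lone knockout library varies like the wildtype libraries. It called 4 higher and 46 lower for JUN, 30 and 515 for JUNB, 29 and 397 for NFKB1, 242 and 350 for STAT3, and 72 and 128 for FOS. With each median set to 0 the same fit called 174 and 100 for JUN, 408 and 289 for JUNB, 445 and 309 for NFKB1, 649 and 739 for STAT3, and 104 and 333 for FOS. After quantile normalization it called 0 and 3 for JUN (1244 at an unadjusted p under 0.05), 18 and 14 for JUNB, 26 and 16 for NFKB1, 405 and 484 for STAT3, and 28 and 145 for FOS. With no filter it called 192 and 3 for JUN, 194 and 1 for JUNB and 323 and 8 for STAT3. It then called 0 and 0 for NFKB1 and for FOS, with 1845 and 962 at an unadjusted p under 0.05. With a minimum mean of 5 it called 0 and 17 for JUN (516 at an unadjusted p under 0.05), 12 and 230 for JUNB, 10 and 198 for NFKB1, 94 and 214 for STAT3, and 41 and 78 for FOS. These calls thus depend on the scaling and on the filter. The count test on recovered reads called 1916 and 1655 for JUN, 2334 and 1879 for JUNB, 2542 and 2143 for NFKB1, and 2470 and 2741 for STAT3; it allows for counting error alone.

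With the mean of the other knockouts as the reference, the count of lower genes was 126 for JUN, 388 for JUNB and 216 for NFKB1, with 63 higher for NFKB1, and STAT3 had 1477 higher and 323 lower. The medians over increased genes reversed for JUN (0.76), JUNB (0.80) and NFKB1 (0.51), as did the STAT3 targets for JUN (0.64), JUNB (0.56) and NFKB1 (0.45) and the inflammatory list for JUN (0.34) and NFKB1 (0.68). The STAT3 knockout, low in these genes, enters that mean. The sterol synthesis list moved outside its random lists for JUN (-0.38) and JUNB (-0.35), the cell cycle list for JUNB (0.28) and the decreased genes for NFKB1 (-0.072). WDR38 (-0.12) and FN1 (0.23) reversed in the library labelled JUN knockout. This reference could not be applied to FOS, the single knockout of its table, or to the correlations, where each knockout is part of the reference of another.

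Induction genes from the same table as the knockout share its control. They reversed the medians over decreased genes for JUN (0.15), JUNB (0.19) and NFKB1 (0.37), where simulated unchanged libraries gave 0.56 to 0.60. All genes at least 2-fold changed, in place of 200, brought the JUN median over increased genes (-0.012) inside its random lists. They also brought that of STAT3 from -2.18 to -0.487, NFKB1 from -0.466 to -0.151 and FOS from -2.05 to -1.59, each still outside its random lists. Depth limits low genes most: 1 read of the first table was worth 0.124 to 0.181 RPM, close to the pseudocount of 0.1 and far below that of 5.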

Other observations

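The tests of the shared control and of the GC, length and expression trends on the JUN, JUNB and NFKB1 profile were set out before their results were seen; the other tests in this part were chosen after the pattern was seen.

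All 4 knockout libraries of the first table lay at least 2-fold from both wildtype libraries in 58 genes, 42 lower and 16 higher. Of these, 45 passed in both tables, and 100 simulations of unchanged libraries with the disagreement seen between the tables gave at most 1 such gene, which argues against noise of single libraries. Of the 15 ways to set 2 of the 6 libraries apart from the other 4, 2 gave as many genes, this one included; the other one, with 201 genes, set the non-transformed wildtype and the STAT3 knockout apart. With 15 splits chance cannot be excluded by this count, and the other 13 splits gave at most 11 genes. Ribosomal protein genes spread over an SD of 0.535 between knockouts and wildtype, against 0.168 for the induction in the same table, 0.204 for that in the second and 0.142 for the FOS knockout against its wildtype. They also spread between 2 knockouts of the first table, with SDs of 0.278 to 0.495, and the 14 other ways to set 2 of the 6 libraries apart gave 0.197 to 0.424. The 12 correlations over these genes between differences that share no library were 0.607 to 0.842. The spread between 2 knockouts shows that the scatter is not limited to knockouts against wildtype. It was larger there than in those 14 splits. Each of these splits puts unequal shares of wildtype libraries on its sides and so holds a part of the same separation, which makes it no independent yardstick. The scatter could come from a difference in how the wildtype and knockout libraries of the first table were made or counted. A difference in culture or clonal history between wildtype and knockout cells stays open and was not tested. Whichever holds, FN1, CADM3, DARC, WDR38, IFFO1 and CXCL8 may mark wildtype against the knockouts of the first table rather than loss of a given factor. The FOS knockout did not show this separation, with differences of -0.23 for FN1, -0.08 for CADM3 and -0.07 for DARC. IFFO1 (at most 0.238 RPKM) and WDR38 (listed at 0) were too low in the second table to tell.

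The differences of the libraries labelled JUN, JUNB and NFKB1 knockout share one profile, with r of 0.685 to 0.766 where a shared control alone gave 0.503 to 0.528. In 6 correlations of one knockout minus the non-transformed library with another minus the transformed library, which share no library, r was 0.256 to 0.487, where simulation gave 0.00403 to 0.0319, so noise of the shared control is not the whole cause. After trends with GC content, transcript length and expression were removed, the lowest of the 3 correlations was 0.670, and the trends accounted for 5.18% to 6.13% of the variance. The separation of the first table's knockouts from its wildtype libraries, described above, is a candidate explanation for part of the profile. The SD of 0.535 over ribosomal protein genes is part of each difference. The matching correlations with the STAT3 knockout go both ways: -0.252 to -0.149 for the 3 libraries minus the non-transformed with STAT3 minus the transformed library, and 0.315 to 0.449 for STAT3 minus the non-transformed with the 3 minus the transformed. These values do not settle how much of the profile is that separation, and an effect common to the 3 factors stays open.

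The excess of 2-fold lower genes in the library labelled JUNB knockout and in the NFKB1 knockout may reflect scale. The 100 genes most abundant over all 6 libraries took 45.5% and 44.8% of the reads there against 38.8% in the transformed wildtype. A larger share of those genes predicts a shift of -0.17 and -0.15 for the others, and the observed medians were -0.34 and -0.33. The observed shifts were 2.03 and 2.24 times the predicted ones, so this share accounts for a part and not the whole. A shift from how the libraries were made stays open.

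Over genes induced in the other table, the STAT3 and FOS knockouts lay nearer to the non-transformed than to the transformed libraries. The STAT3 knockout minus the non-transformed library had medians of -0.33 over the increased genes (random lists -0.04 to 0.14) and -0.19 over the decreased genes (-0.04 to 0.14), so it lay below that library in both sets. For STAT3, a non-transformed wildtype library under a wrong label would hold the same STAT3 level. The ratio of STAT3 RPM to the non-transformed library was 0.266, with an exact 95% counting interval from 0.217 to 0.325. The interval covers counting error alone, and how much STAT3 differs between non-transformed cultures is not known within that table. A ratio of 0.266 is beyond 2-fold, which argues against a wrong label. In the disagreement between the tables, with its median set to 0, 1.85% of genes were beyond 2-fold. For FOS the question of a wrong label stays open. The FOS knockout minus the non-transformed library had a median of 0.45 over the increased genes, slightly under the random lists (0.48 to 0.62), and of 0.33 over the decreased genes (0.34 to 0.49). FOS RNA was at 21.3 against 14.2 RPKM. Against that, the interferon list had a median of 0.86 in this difference (12 of 13 genes higher; random lists 0.12 to 0.68). The inflammatory list had a median of 1.24, with 18 of 18 genes higher and random lists at 0.48 to 0.91. S100A8 was at 770.1 against 57.3 RPKM, S100A9 at 1947.8 against 214.3, SAA1 at 615.6 against 195.8, SAA2 at 86.7 against 26.3 and CCL20 at 17.9 against 4.83. The FOS knockout library therefore differs from this non-transformed library in these genes. How much 2 non-transformed cultures differ in them is not known within that table, and the induction of both lists differed between the tables (inflammatory 0.67 and 1.94, interferon -0.13 and 0.97). The STAT3 target (0.46), sterol synthesis (0.87) and cell cycle (0.79) lists lay inside their random lists. Another library of non-transformed cells and a partial loss of induction without FOS cannot be told apart here, because the FOS library has no replicate and its target level does not separate them. No library of non-transformed STAT3 knockout cells was analysed here, so a library of knockout cells in which the fusion was not activated stays open for STAT3.

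The median induction difference was 0.33 in the second table and -0.05 in the first. In the second table it was 0.33, 0.59 and 0.87 in genes with a mean of 5 to 20, 20 to 100 and at least 100 RPKM. That is a spread of 0.538. The first table gave 0.0551 between its lowest and highest class, but its shift was small, so it is no yardstick here. One scale factor would give the same shift in every class of values, but on log2(value + 1) a smaller one in the lower classes. How much of the spread comes from that scale was not tested. The second table's difference also followed GC content (Spearman rho -0.316) and transcript length (-0.249). With the GC and length trend removed, 0.321 of that spread was left, so the trend is not the whole cause. The non-transformed library of that table, with a column sum of 55.0% of the transformed one, may differ in how it was made. The trends, expression included, accounted for 20.4% of the variance, and after their removal the r between the tables was 0.676 (0.625 before, over genes with a known GC content), with 253 genes higher and 101 lower in both.

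Levels in the 2 tables were compared over 6159 genes with a mean of at least 10 RPM and 3 RPKM. The log2 ratio of RPKM to RPM had a slope of -0.0654 on log2 transcript length (95% bootstrap interval -0.108 to -0.0255), where -1 is predicted if reads in both tables came from whole transcripts. Reads in the first table from a part of each transcript of fixed size, such as 1 end, predict no slope. The interval excludes that too, but the slope lies far nearer to it than to -1. Reads largely from such a part thus stay a candidate. How the reads were counted is not given in the sources used here. No biological explanation was tested.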
